# Cutaneous wound healing through paradoxical MAPK activation by BRAF inhibitors

**DOI:** 10.1038/ncomms12348

**Published:** 2016-08-01

**Authors:** Helena Escuin-Ordinas, Shuoran Li, Michael W. Xie, Lu Sun, Willy Hugo, Rong Rong Huang, Jing Jiao, Felipe Meira de-Faria, Susan Realegeno, Paige Krystofinski, Ariel Azhdam, Sara Marie D. Komenan, Mohammad Atefi, Begoña Comin-Anduix, Matteo Pellegrini, Alistair J. Cochran, Robert L. Modlin, Harvey R. Herschman, Roger S. Lo, William H. McBride, Tatiana Segura, Antoni Ribas

## Abstract

BRAF inhibitors are highly effective therapies for the treatment of *BRAF*^*V600*^-mutated melanoma, with the main toxicity being a variety of hyperproliferative skin conditions due to paradoxical activation of the mitogen-activated protein kinase (MAPK) pathway in *BRAF* wild-type cells. Most of these hyperproliferative skin changes improve when a MEK inhibitor is co-administered, as it blocks paradoxical MAPK activation. Here we show how the BRAF inhibitor vemurafenib accelerates skin wound healing by inducing the proliferation and migration of human keratinocytes through extracellular signal-regulated kinase (ERK) phosphorylation and cell cycle progression. Topical treatment with vemurafenib in two wound-healing mice models accelerates cutaneous wound healing through paradoxical MAPK activation; addition of a mitogen-activated protein kinase kinase (MEK) inhibitor reverses the benefit of vemurafenib-accelerated wound healing. The same dosing regimen of topical BRAF inhibitor does not increase the incidence of cutaneous squamous cell carcinomas in mice. Therefore, topical BRAF inhibitors may have clinical applications in accelerating the healing of skin wounds.

## Abstract (web summary)

BRAF inhibitors often show skin-hyperproliferative side effects in melanoma patients. Here, the authors demonstrate that BRAF inhibitors can be used to enhance skin wound healing through the MAPK- ERK pathway activation that positively regulates the proliferation of keratinocytes.

Paradoxical MAPK activation has long been recognized as a property of BRAF inhibitors^1^, where the preferential binding of the BRAF inhibitor to a BRAF protomer results in transactivation of its CRAF heterodimer partner. In the setting of strong upstream RAS-GTP signalling, membrane-localized RAF complexes then drive MEK/ERK activation, increased MAPK transcriptional output and enhanced cell proliferation (representative schematic of paradoxical MAPK activation in Supplementary Fig. 1)^2^,^3^,^4^,^5^.

In this study we show how we can take advantage of the mechanistic understanding of the skin hyperproliferative side effects of BRAF inhibitors to accelerate skin wound healing by inducing paradoxical MAPK activation in keratinocytes, which are the predominant cells in the epidermis. Keratinocytes play a major role in the initial proliferation stage of wound healing, restoring the barrier function of the epithelium^6^,^7^. We hypothesized that paradoxical MAPK activation induced by a BRAF inhibitor in these BRAF wild-type cells would accelerate cutaneous wound healing.

In our studies we demonstrate that vemurafenib promotes both proliferative and migratory effects on adult human epithelial keratinocytes (HEKa) *in vitro* by inducing phosphorylation of pErk and activation of the proliferative marker Ki67. Adding trametinib, a MEK inhibitor, to the vemurafenib-treated cultures, offsets proliferation and migration. Topical application of vemurafenib accelerates the healing of skin wounds in two cutaneous wound-healing murine models without promoting skin carcinogenesis. Consequently, topical BRAF inhibitors may be used to improve the healing of acute skin wounds.

## Results

### Vemurafenib effects on keratinocytes

We tested the effects of vemurafenib on HEKa cultured as a monolayer and subjected to a scratch, after which proliferating keratinocytes will grow to cover and heal the scratch. Replicate cultures with or without vemurafenib were placed in an incubator with an automated microscope analyzer to record the number of nucleated cells populating the original scratch region over time. Vemurafenib enhanced the covering of the scratch at 6, 8 and 12 h (Supplementary Fig. 2 and Supplementary Movies 1 and 2). Vemurafenib induced both proliferative and migratory effects on HEKa cells *in vitro* as combination cultures containing mitomycin C, a mitosis inhibitor, or NSC 295642, an inhibitor of cell motility, abolished both effects of vemurafenib using an assay in which migration and growth were initiated by removal of a central space sealant (Supplementary Fig. 3a). The enhanced proliferation and migration was inhibited by adding trametinib, a MEK inhibitor, to the vemurafenib-treated cultures (Supplementary Fig. 3b).

Three-dimensional soft agar assays showed proliferation of HEKa colonies upon exposure to vemurafenib, while the *BRAF*^*V600E*^ mutant melanoma line M249 had the expected opposite effect of decrease in colonies (Supplementary Fig. 4a,b). HEKa colonies not only increased in number but their mean spot size also increased significantly (*P*=0.007 by *t*-test, Supplementary Fig. 4c). Addition of trametinib decreased the number and size of HEKa colonies induced by vemurafenib (Supplementary Fig. 5).

In HEKa and human *BRAF*^*V600E*^ melanoma cultures, we analysed MAPK signalling by western blot (Fig. 1a,b), as well as pERK and cell proliferation by quantitative intracellular flow cytometry (Fig. 1c,d and Supplementary Fig. 6). Vemurafenib decreased pERK in the *BRAF*^*V600E*^ mutant human melanoma cell line M249, as expected, whereas it induced a paradoxical increase in pERK in HEKa cells. Furthermore, in the presence of vemurafenib, the proliferative marker Ki67 decreased in M249 melanoma cells while it increased in HEKa cells (Fig. 1c,d).

### Vemurafenib enhances and trametinib inhibits wound healing

We used two cutaneous wound-healing murine models to test the effects of vemurafenib to improve the healing of skin wounds. In an incisional wound-healing mice model (Fig. 2a), vemurafenib or vehicle control was applied topically every other day for seven doses in eight mice per group. On day 14, the gain in wound tensile strength (WTS, in gram force per 2 mm (gf per 2 mm)) was analysed using a tensiometer. In three independent replicate experiments (eight mice per group in each experiment; seven strips per wound), vemurafenib-treated mice significantly improved WTS compared with vehicle-treated controls (52%, 33% and 42%, respectively; *P*<0.0001 by *t*-test for all three experiments; Fig. 2b). The administration of trametinib in addition to vemurafenib reduced the WTS by 51% compared with when using vemurafenib alone (*P*<0.0001 by *t*-test). Trametinib on its own inhibited wound healing to a point where the skin wound closure was too compromised and the WTS could not be assessed (Fig. 2c,d). The area of the wounds and their surroundings were analysed histologically by two pathologists blinded to the study groups (RRH and AJC). Vemurafenib-treated wounds displayed an accelerated proliferative stage of wound healing as evidenced by quantitating the extent of epidermal hyperplasia on both sides of the healing wounds. No re-epithelialization was observed in the trametinib alone and vemurafenib plus trametinib groups at this time point (Supplementary Fig. 7).

### Vemurafenib enhances re-epithelialization

In an excisional wound-splinting model in Balb/c mice^8^, we induced 6-mm round wounds on the back of mice; splinting rings were tightly adhered and sutured to the skin around the wounds, preventing wound closure caused by skin contraction (representative images in Supplementary Fig. 8). Vemurafenib (2 mg) or DMSO was applied on the wounds on days 0, 2 and 4, and per cent wound closure was sequentially measured. The wounds treated with vemurafenib showed a significantly higher percentage of wound closure compared with the ones treated with vehicle on days 2, 6 and 14 (*P*=0.004, *n*=6; *P*=0.02, *n*=4; *P*=0.0002, *n*=6, respectively, by *t*-test; Fig. 3a,b). The area of the wounds and their surroundings were analysed histologically and pERK+ and Ki67+ cells were quantified using digital pathology (Fig. 3c,d). Compared with controls, the healing process in the presence of vemurafenib was accelerated showing re-epithelialization by day 6 (Supplementary Fig. 9). The skin surface integrity was re-established by day 14 in the vemurafenib-treated wounds, whereas remodelling and dermal reparative fibrosis was delayed in the control group (Fig. 3c). The number of pERK+ and Ki67+ cells in the wounds treated with vemurafenib was statistically significantly higher by day 14 compared with the control group (*P*=0.02 by *t*-test; *n*=4; Fig. 3c,d), demonstrating paradoxical MAPK leading to enhanced epithelial cell proliferation.

### Vemurafenib upregulates MAPK and wound-healing-related signatures

To further characterize epithelial skin repair, the skin samples obtained from the incisional wound-healing model were analysed by RNASeq. 

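RNA from the skin around the incisional wounds of C3H mice was sequenced in 6 libraries, 1 for vehicle and 1 for topical vemurafenib (2 mg every other day) on each of days 2, 6 and 14. The authors aligned the reads to the mouse mm9 reference with TopHat and computed FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) with cuffquant and cuffnorm, with corrections for fragment bias and for reads that map to several places. The table lists 23940 genes, of which 27 were left out because their symbols had been turned into dates. FPKM carry no read number, so the depth behind each value is unknown; between 12746 and 13062 genes reached 1 FPKM in each library. The paper's methods name paired-end reads and a vehicle of DMSO in PBS, while the sample labels name single-end reads and no treatment for the control wounds. In 4 of the 6 columns, between 50.3% and 58.1% of the values above 0 have more than 6 significant digits, the form of an average of 2 values; vemurafenib day 2 and vehicle day 14 have the form of single values. Each column was used as 1 library. Vemurafenib day 2 and vehicle day 14 also had the most genes at 0, 6088 and 6000, against 5214 to 5446 in the other columns. A ratio of day 2 or day 14 that rests on a 0 in these columns is therefore uncertain. For each day, the log2 ratio of vemurafenib to vehicle was taken after adding 0.1 FPKM, the value the paper gives for Supplementary Data 1, in the 13392 genes with a mean of at least 1 FPKM. With 1 library per arm and day, no difference between the arms on a given day has a replicate check, and the values describe these libraries. A gene list is called higher or lower here where its median log2 ratio lies outside the central 95% of 10000 random lists of the same size, matched on mean FPKM. Genes of a list can vary together, unlike genes drawn at random, so that this range can be too narrow. A place outside it is therefore no error rate. Across genes, which are not independent replicates, the log2 FPKM of both arms correlated at r = 0.947 on day 2, 0.930 on day 6 and 0.927 on day 14. The day 6 library correlated with that of day 2 of its own arm at r = 0.839 for vehicle and 0.888 for vemurafenib, and with that of day 14 at 0.848 and 0.825.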

The list of differentially expressed genes on day 2, 6 and 14 (Supplementary Data 1) was compared with published data for the transcripts that were differentially modulated by blocking oncogenic MAPK signalling downstream of mutated BRAF^*V600E*^ using BRAF inhibitors^9^, and to genes within the gene ontology term ‘wound healing' (GO:0042060)^10^. 

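Vemurafenib and vehicle skin differed by at least 2-fold in 628 genes on day 2, 1382 on day 6 and 1513 on day 14, of 13392 genes. With vemurafenib, 191 genes were higher and 437 lower on day 2, and 487 were higher and 1026 lower on day 14. The day 14 split became 700 against 744 once the median log2 ratio of that day, -0.12, was set to 0. With FPKM rescaled to the same total, the split was 313 against 285 on day 2 and 354 against 1539 on day 14. On day 2, the genes that were highest with vemurafenib included those of the simple epithelial keratin Krt8 (1.25 FPKM with vehicle and 4.32 FPKM with vemurafenib) and of the BMP and Wnt antagonist Sostdc1, at 7.22 and 22.7 FPKM. The lowest included the acute-phase gene Saa3, at 3211 FPKM with vehicle and 471 FPKM with vemurafenib, the macrophage ficolin Fcna, at a log2 ratio of -2.94, and 3 lectins of the Cd209 family, Cd209f (-2.47), Cd209d (-2.46) and Cd209g (-2.39), which are similar in sequence and may share reads. On day 14, muscle genes stood among the highest with vemurafenib: Ckm, the creatine kinase of muscle, was at 131 and 631 FPKM, and Apobec2 and Dhrs7c had log2 ratios of 2.26 and 2.41. Among the lowest on day 14 were the desmosomal cadherin Dsc1 (57.0 FPKM with vehicle and 8.52 FPKM with vemurafenib), the epidermal cytokine Il1f6 (-3.02) and Serpinb2 (-2.49). The ribosomal gene Rps27 was at 662 and 21.2 FPKM on day 14; like Rnaset2a, listed at 0 with vehicle and at 20.4 FPKM with vemurafenib, it has near-identical copies in the genome, so its values are uncertain. A limma fit of all 6 libraries with day as a block, which finds differences common to the 3 days, called 1 of 13392 genes at an adjusted p under 0.05, and 303 had an unadjusted p under 0.05. That gene, the microRNA gene Mir568, was listed at 47.6, 20.7 and 34.8 FPKM with vehicle on days 2, 6 and 14 and at 0 with vemurafenib on each day (adjusted p = 0.00267). The FPKM of small non-coding RNA genes varied widely, with 120 of 242 at least 2-fold apart on day 6, so that its values are uncertain too. The fit called 0 genes with no filter on the mean or with a mean of at least 5 FPKM, 13 without day 2, 11 without day 6 and 0 without day 14.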

By day 6, both signatures were enriched significantly in the vemurafenib-treated samples compared to their respective controls (overall enrichment scores were computed based on Single-sample Gene Set Variation Analysis (GSVA)^11^ (Fig. 4). 

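On day 6, most genes taken here as downstream of MAPK signalling were higher in the vemurafenib wounds. Of the 32 genes printed for the BRAF signature in Fig. 4 that passed the filter, 22 were higher and 10 lower with vemurafenib, with a median log2 ratio of 0.36, and 6 were at least 2-fold higher. These included Ier3 (1.10) and the stress cytokine Gdf15 (1.12), while Serpinb8 was lowest (-0.70). Of the 25 wound-healing genes of Fig. 4 past the filter, 23 were higher and 2 lower, with a median of 0.52. Both sets were shown by the study for these samples, so that their direction is not independent evidence. In a list of ERK pathway targets that shares genes with these sets, 14 of 18 genes were higher (median 0.39, above 9977 of 10000 random lists), among them the phosphatase genes Dusp4 (1.27 FPKM with vehicle and 2.65 FPKM with vemurafenib) and Dusp5 (0.79) and the cytokine Lif (1.32). Its 11 genes that are not named in Fig. 4 or Fig. 5b had a median of 0.38, above the central 95% of random lists. The whole list was within that range when a mean of at least 5 FPKM was required (median 0.23) and by its mean (0.37). Immediate early genes, which growth factor signalling switches on within minutes, were higher too, with a median of 1.56 that lay above all 10000 random lists and 16 of 23 genes at least 2-fold higher. From day 2 to day 6 their median log2 change was -2.2 with vehicle and -0.7 with vemurafenib. Their day 6 ratio may thus follow the course of the wound as well as MAPK signalling, and these were not told apart. Nr4a1 was at 19.7 FPKM with vehicle and 177 FPKM with vemurafenib, Fos at 17.4 and 113 FPKM, and Atf3 at 9.53 and 55.7 FPKM. The ligands of the EGF receptor lay the other way, with 4 of 6 lower (median -0.47, or -0.03 when no gene was left out for a low mean), Btc and Ereg at -1.15 and -0.98. In the same pair of libraries all 18 differentiated keratinocyte genes were lower with vemurafenib, at a median of -1.53.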

A more pronounced decrease of both the BRAF^*V600E*^ and wound-healing signatures was observed in the vemurafenib-treated wounds by day 14, consistent with a more rapid healing. Additionally, our gene output was compared with an early stage wound-healing signature, with mostly pro-inflammatory genes involved in the first stages of wound healing^12^ and a post-operatory wound-healing signature^13^. These two wound-healing signatures were also enriched by day 6 in the vemurafenib-treated groups as opposed to the control group (Supplementary Fig. 10 and Supplementary Data 2). 

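On day 14 most of the Fig. 4 genes had lower values with vemurafenib; these sets were not compared with random lists. Of the BRAF signature genes, 24 of 32 were lower, with a median log2 ratio of -0.26; Dusp4 (3.74 and 1.36 FPKM) and the slingshot phosphatase gene Ssh1 (-1.52) were lowest, while Gdf15 was the highest at 2.65. Of the wound-healing genes, 18 of 25 were lower (median -0.32), led by the EGF receptor ligand Ereg, at 5.23 FPKM with vehicle and 1.47 FPKM with vemurafenib. The median log2 ratio of all genes on this day was -0.12. In the list of ERK pathway targets, which shares genes with these sets, 13 of 18 genes were lower, among them Spred2 (-1.81) and Dusp5 (-1.23), but its median of -0.29 was within the range of random lists, as was that of the 11 genes not named in Fig. 4 or Fig. 5b (-0.32). Immediate early genes were near even between the arms, 12 higher and 11 lower, with Klf2 at 1.08 and Egr3 at -0.94. All 6 EGF receptor ligands past the filter were lower (median -1.12, above 4 of 10000 random lists), with Tgfa at 30.0 FPKM with vehicle and 12.0 FPKM with vemurafenib. Between day 6 and day 14 the median log2 change of the wound-healing genes was -0.31 in the vehicle wounds and -1.23 in the vemurafenib wounds, and that of the BRAF signature genes was 0.26 and -0.44. All 18 differentiated keratinocyte genes were also lower with vemurafenib on day 14 (median -0.83).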

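Both signatures were higher with vemurafenib on day 6, and the postoperative signature was lower on day 14. Of the 113 measured genes of the postoperative signature past the filter, 87 were higher on day 6, with a median log2 ratio of 0.47 that lay above all 10000 random lists (0.28, also above them, without the genes of Fig. 4 and Fig. 5b); 35 were at least 2-fold higher and 4 at least 2-fold lower. The platelet chemokine gene Ppbp, which had the largest ratio after those of Il6 and of the neutrophil chemokines Cxcl1 and Cxcl5, was at 0.682 FPKM with vehicle and 6.39 FPKM with vemurafenib. Of the 44 genes of the early signature, 31 were higher on day 6 (median 0.33, above all 10000 random lists), among them the phagocyte genes Msr1 (4.40 and 24.5 FPKM), Fcgr1 (2.20) and Itgb2 (2.17). GSVA scores, computed from log2 FPKM of all 6 libraries, were -0.02 with vehicle and 0.31 with vemurafenib for the postoperative signature on day 6, and -0.02 and 0.32 for the early signature. In the same libraries of day 6 the median log2 ratio was 1.33 for macrophage and monocyte markers, 1.19 for neutrophil markers and -1.53 for differentiated keratinocyte genes. On day 2 the order was the other way: the scores were 0.31 with vehicle and 0.16 with vemurafenib for the postoperative signature, and 0.37 and 0.06 for the early signature. The median log2 ratios on day 2 were -0.13 and -0.20, with 15 and 18 of 10000 random lists lower, but by their means, -0.20 and -0.27, they were within the range of random lists. The postoperative median on day 2 was 0.02 without the genes of Fig. 4 and Fig. 5b, 0.06 with FPKM rescaled to the same total and 0.00 with that scaling without the 100 most abundant genes. Cd163, a scavenger receptor of macrophages, was at 9.32 FPKM with vehicle and 3.66 FPKM with vemurafenib on that day. On day 14, 85 of the postoperative genes were lower (median -0.41, below all 10000 random lists), including Il1a (-1.75) and Il1rl1 (-1.42), with GSVA scores of -0.20 and -0.47. The early signature had a median of -0.21 on day 14, within the range of random lists, and scores of -0.14 and -0.37. The signatures are those of Supplementary Data 2, with the human symbols turned into mouse symbols; 22 entries of the first and 3 of the second had no row in the table.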

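Genes of blood clotting, of matrix breakdown and of wound growth factors were higher with vemurafenib on day 6. Of 18 genes of coagulation and fibrinolysis, 16 were higher, with a median log2 ratio of 0.46, above 9995 of 10000 random lists; without the genes of Fig. 4 and Fig. 5b the median was 0.11, within their range. F10, the coagulation factor X gene, was at 1.46 FPKM with vehicle and 9.22 FPKM with vemurafenib, and Plaur, the urokinase receptor gene, at 28.0 and 70.5 FPKM. Cd36 (1.64) and the platelet factor gene Pf4 (1.55), both printed in Fig. 4, were also at least 2-fold higher. Among matrix proteases and their inhibitors 16 of 17 were higher (median 0.39, above 9986 random lists), with the macrophage elastase gene Mmp12 at 7.74 FPKM with vehicle and 73.3 FPKM with vemurafenib, Mmp19 at a log2 ratio of 2.34 and Adam8 at 2.03. Of 11 wound growth factors 10 were higher (median 0.42, apart from random lists by the median and not by the mean), none by 2-fold, with Tgfb1 at 0.64 and Tgfb2 at 0.52. Macrophage and monocyte markers had a median of 1.33 in the same libraries. The keratinocyte genes that a wound edge switches on lay the other way on day 6, 10 of 12 lower at a median of -1.72; Krt16 was at 3596 and 1021 FPKM and Krt6b at 1413 and 368 FPKM. On day 2 the medians were -0.05 for coagulation, -0.27 for proteases and 0.04 for growth factors, of which the proteases alone lay outside the random lists, and by the median alone. On day 14 coagulation genes (-0.57) and proteases (-0.42) were lower by the median but not by the mean, and growth factors (-0.50) were within the range of random lists.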

Genes recognized to be associated with wound healing^14^ were upregulated in vemurafenib-accelerated wound-healing wounds compared with control wounds (Fig. 4 and Supplementary Fig. 10).

### Transcriptional signature in vemurafenib-treated wounds

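Markers of macrophages, fibroblasts and vascular endothelial cells were higher in the vemurafenib skin on day 6, and each of these lists was lower on day 2. Of 25 macrophage and monocyte markers 23 were higher on day 6, with a median log2 ratio of 1.33, above all 10000 random lists; the receptor gene Marco was at 0.577 FPKM with vehicle and 5.97 FPKM with vemurafenib and Itgam at 6.25 and 27.6 FPKM. Of 13 neutrophil markers 9 were higher (median 1.19), among them Fpr2, a receptor for bacterial peptides, at 2.07 and 10.1 FPKM. All 22 fibroblast and matrix genes were higher, by less than 2-fold each (median 0.41), with Postn, the periostin gene, at 166 and 274 FPKM. The 3 lymphatic endothelial markers past the filter, too few for random lists, were higher as well: Flt4 at 0.44, Lyve1 at 0.13 and Pdpn at 1.25. Dendritic cell markers were within the range of random lists on day 6, 4 of 10 higher at a median of -0.12 (0.26 with FPKM rescaled to the same total), with Itgax at 1.20, Ccr7 at 0.91 and Cd209a at -0.40; T and NK cell markers were within it too (median 0.07). Epidermal and hair genes were lower on day 6: all 12 basal keratinocyte genes (median -0.64; Krt14 at 8285 and 3090.0 FPKM), all 20 hair follicle genes (median -1.44; Krtap8-1 at 120.4 and 16.6 FPKM) and 7 of 8 sebaceous gland genes (median -0.75). On day 2, 22 of the macrophage markers were lower (median -0.61; C1qa at 243 and 71.0 FPKM), as were 21 of the fibroblast genes (median -0.71; Pdgfra at -1.67), 10 of 11 T and NK cell markers (median -0.63), dendritic cell markers (median -0.49), both lists by the median and not by the mean, and all 5 mast cell markers (median -1.92). On day 14 the medians were 0.20 for macrophages, within the range of random lists, -0.35 for fibroblasts and -0.74 for dendritic cells, both below it; those of dendritic cells were within it with a pseudocount of 1 FPKM (-0.43).

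**Figure D1:**
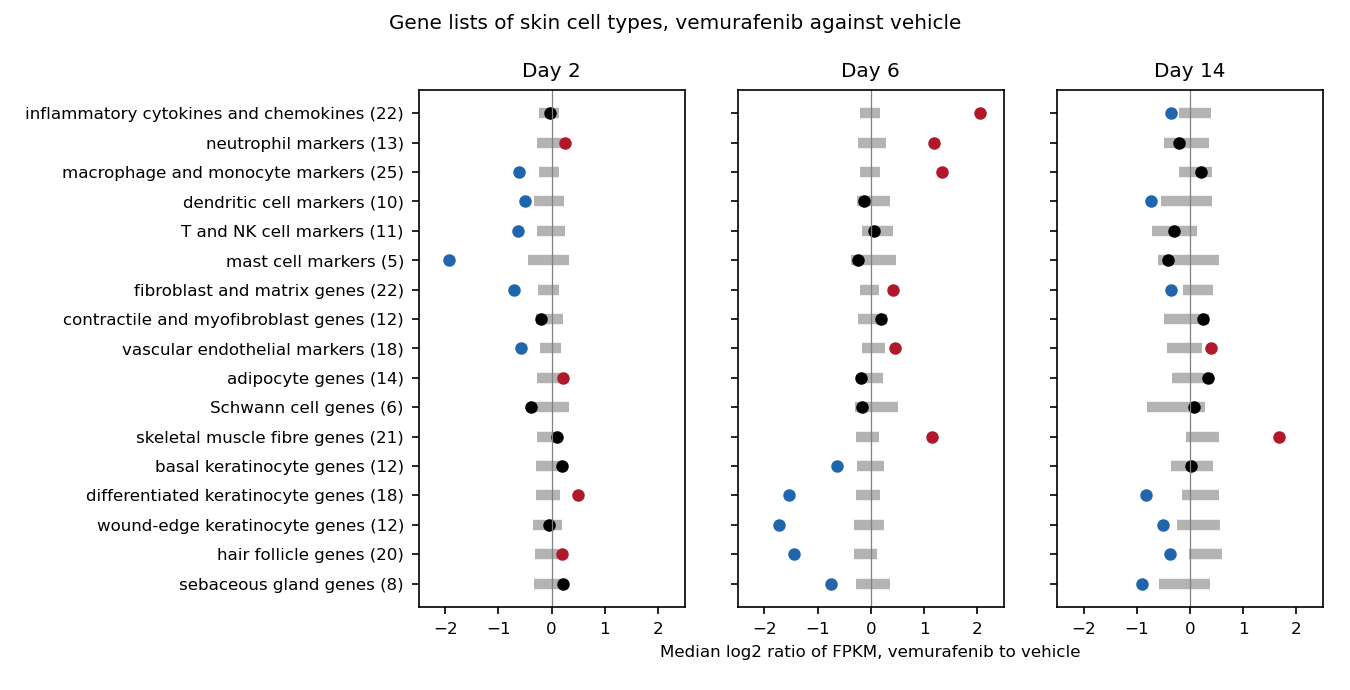
Median log2 ratio of FPKM, vemurafenib to vehicle, of 17 gene lists on days 2, 6 and 14, with the number of genes in brackets. Points are the medians (red above, blue below and black within the central 95% of random lists, which the grey bars show); on day 6 the cytokine, neutrophil, macrophage, fibroblast, endothelial and muscle fibre lists lie to the right and the keratinocyte, hair and sebaceous lists to the left.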

Enrichment of signatures for dendritic cells, macrophages, monocytes, fibroblasts and vascular and lymphatic endothelial cells was observed in the wounds treated with vemurafenib as compared with the control wounds (Supplementary Fig. 11). We confirmed the increase in macrophages with topical vemurafenib by IHC analysis (Supplementary Fig. 12). As expected, the increase in macrophages was abolished with the co-administration of trametinib. To elaborate on the activated pathways associated with the increased presence of wound-healing cell subsets at this time point, we analysed for enriched gene ontology (GO) biological processes on the genes up-expressed in the vemurafenib-treated wounds (⩾2-fold increase) using ClueGo^15^. 

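On day 6, 708 genes were at least 2-fold higher and 674 at least 2-fold lower with vemurafenib, of the 13392 genes past the filter. Several chemokine and cytokine genes had ratios among the highest. So did Clec4e, a pattern receptor of myeloid cells (1.15 FPKM with vehicle and 10.5 FPKM with vemurafenib). The interferon-induced Slfn4 (1.61 and 14.4 FPKM) and Rgs1, a regulator of chemokine receptors (1.60 and 14.3 FPKM), stood there too. Not all of the highest were genes of inflammation by name. They also held the immediate early gene Nr4a1 (log2 ratio 3.16) and Gm15056, listed at 0 with vehicle and at 0.91 FPKM with vemurafenib. Among the lowest ratios were those of genes of the cornified epidermis and the hair shaft and that of Retnla, a product of alternatively activated macrophages. Retnla was at 189 FPKM with vehicle and 7.92 FPKM with vemurafenib, and the late cornified envelope gene Lce3a at 33.4 and 2.00 FPKM. Further members of that family, Lce3b and Lce3e, had log2 ratios of -3.40 and -3.35, and the hair keratin-associated genes Krtap4-9 and Krtap13-1 had -3.90 and -3.43; members of these families are similar in sequence and may share reads. The tRNA synthetase gene Lars2 had the lowest ratio of all ranked genes, at 4179.8 and 165 FPKM; like the RNase MRP RNA Rmrp (-3.72), it had its highest value of the 6 libraries in the vehicle library of day 6. The numbers moved with 1 of the other scales between the libraries: with FPKM rescaled to the same total, 1451 genes were higher and 378 lower. With the 100 most abundant genes left out of that scaling 742 were higher and 641 lower, and with upper quartile scaling 648 and 740. When a mean of at least 5 FPKM was required, 466 were higher and 509 lower.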

We found clear enrichment of pathways involved in lymphocyte activation, vascular development and response to wounding (Fig. 5a). 

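Supplementary Data 1 lists the genes of each enriched process on day 6, and every listed gene that was matched to the FPKM table was at least 2-fold higher with vemurafenib. The 59 genes listed for response to wounding had a median log2 ratio of 1.57, the 23 for lymphocyte activation 1.29 and the 19 for vasculature development 1.25. The 46 genes of inflammatory response had a median of 1.67 and the 19 genes of muscle organ development of 1.25. The study picked these genes from the same libraries by the same 2-fold rule, so that their direction is not independent evidence. The paper's own Benjamini-adjusted values in that table are 6.09e-19 for response to wounding, 0.000389 for lymphocyte activation, 0.0466 for blood vessel morphogenesis and 0.142 for vasculature development. The paper names ClueGO for Fig. 5a, and its text does not say which tool gave these values. They may differ from those behind Fig. 5a. Other gene lists gave other values for the same themes. They were fixed before the FPKM were examined, but the figures and the readable part of Supplementary Data 1 had been seen. T and NK cell markers were even on day 6, 6 higher and 5 lower, with the interleukin receptor gene Il7r at 0.970 FPKM with vehicle and 4.63 FPKM with vemurafenib, the granzyme gene Gzmb at 1.41 and the T cell receptor chain gene Cd3g at -0.92. Of 14 angiogenic factors all were higher (median 0.45, above 9959 of 10000 random lists, but within their range by the mean, 0.55), with Apln at 1.14, Vegfc at 1.10 and Vegfa at 9.15 and 16.2 FPKM.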

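Chemokine and cytokine genes were far higher with vemurafenib on day 6, with the largest median of the gene lists on that day. Of 22 inflammatory cytokines and chemokines 21 were at least 2-fold higher with vemurafenib, with a median log2 ratio of 2.06, above all 10000 random lists. Cxcl1, a neutrophil attractant on chromosome 5 of mm9 from 91320267 to 91322141, was at 2.53 FPKM with vehicle and 61.2 FPKM with vemurafenib; Cxcl5 was at 0.614 and 10.9 FPKM and the monocyte attractant Ccl2 at 15.6 and 190.0 FPKM. All 25 genes printed in Fig. 5b were at least 2-fold higher on day 6 (median 1.71), from Plac8 and Hmox1, both at 1.04, to Cxcl1, at 4.54; Spp1, the osteopontin gene, had 2.84, Tnfaip6 2.26 and the thrombospondin gene Thbs1 1.63. The study chose them on these samples, so that their direction is not independent evidence. The same 25 genes had a median of -0.19 on day 2, with 19 lower, and of -0.62 on day 14, with 19 lower. In both arms their level was lower on day 6 than on day 2, by a median log2 change of -2.55 with vehicle and -0.72 with vemurafenib. On day 14 the wider cytokine list was lower with vemurafenib (median -0.36, or -0.17 and within the range of random lists without the genes of Fig. 4 and Fig. 5b), with Il1b at 1.60 and 0.618 FPKM; Ccl4 was an exception, listed at 0 with vehicle and at 1.82 FPKM with vemurafenib. Genes of skeletal muscle fibres were higher in the same day 6 library, 20 of 21 at a median of 1.15.

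**Figure D2:**
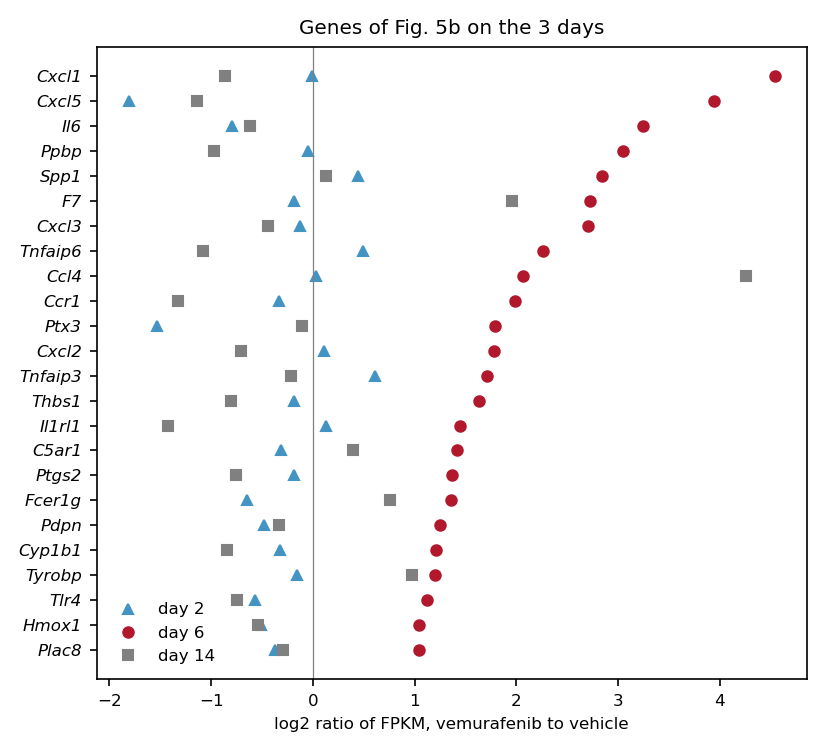
Log2 ratio of FPKM, vemurafenib to vehicle, of 24 of the 25 genes of Fig. 5b on days 2, 6 and 14; each point is 1 gene on 1 day. On day 6 all lie at 1.04 or above, while most lie below 0 on days 2 and 14; the day 14 value of Ccl4 rests on a vehicle value of 0.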

Integration of the enrichments of cell subset signatures, gene and pathway upregulation showed enhanced recruitment of wound-healing-specific cell subsets which results in stronger activation of the inflammatory and angiogenic wound-healing processes (Fig. 5b). To confirm these findings, the levels of COX-2+ and IL-6+ cells were quantified by immunohistochemistry. The wounds treated with vemurafenib had higher IL-6+ and COX-2+ cells at the proliferation stage, on day 6 (Supplementary Fig. 13), which is consistent with our integrated RNAseq data shown in Fig. 5b. 

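The RNA of both markers was higher with vemurafenib on day 6, from low levels. Il6 (chromosome 5 of mm9 from 30339701 to 30346508) was at 0.563 FPKM with vehicle and 6.21 FPKM with vemurafenib, and Ptgs2, the gene of COX-2 (chromosome 1 from 151947254 to 151955140), at 1.16 and 3.14 FPKM. The log2 ratios were 3.25 and 1.37. On day 2 both genes had their highest levels, and neither was higher with vemurafenib: Il6 was at 20.7 FPKM with vehicle and 11.9 FPKM with vemurafenib, and Ptgs2 at 24.8 and 21.7 FPKM. By day 14 Il6 stood at 0.184 and 0.085 FPKM and Ptgs2 at 0.369 and 0.177 FPKM, both under 1 FPKM in each arm.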

As a further verification of our RNAseq data, RT-PCR for Egr-1, TNFAIP3 and F7, for total skin wounds, was performed. These three genes are upregulated in our gene signature (Fig. 5b) and our results on the RT-PCR verified this increase in vemurafenib-treated wounds by day 6 post treatment (Supplementary Fig. 14).

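On day 6 all 3 genes were higher in the vemurafenib library. Egr1, an immediate early transcription factor gene on chromosome 18 of mm9 from 35020861 to 35024638, was at 34.5 FPKM with vehicle and 149 FPKM with vemurafenib, a log2 ratio of 2.11. Tnfaip3, which encodes an inhibitor of NF-kB signalling (chromosome 10 from 18720716 to 18735463), was at 2.66 and 8.93 FPKM, a log2 ratio of 1.71. F7, the coagulation factor VII gene (chromosome 8 from 13026034 to 13035809), was at 1.70 and 11.8 FPKM, a log2 ratio of 2.72. On day 2 Egr1 was at 158 and 243 FPKM and Tnfaip3 at 9.56 and 14.6 FPKM, under 2-fold higher with vemurafenib, and F7 at 6.44 and 5.64 FPKM. On day 14 the log2 ratios of Egr1 and Tnfaip3 were 0.27 and -0.22, while F7 was still higher with vemurafenib, at 1.14 FPKM with vehicle and 4.75 FPKM with vemurafenib.

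**Figure D3:**
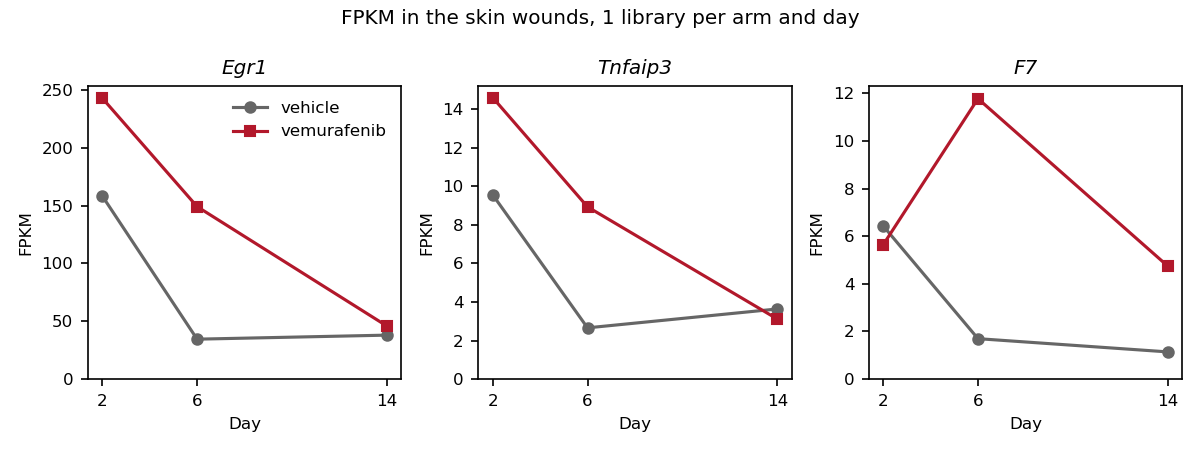
FPKM of Egr1, Tnfaip3 and F7 against the day after wounding, in grey for vehicle and in red for vemurafenib; each point is 1 library. On day 6 the vemurafenib library lies above the vehicle library for each gene, and on day 14 for Egr1 and F7.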

### Enhanced angiogenesis with vemurafenib

To confirm the beneficial effects of vemurafenib treatment on angiogenesis, we quantified PECAM-1+ cells in the excisional and incisional wound areas. In the excisional wound model there was a 74% increase in the number of PECAM-1+ cells in vemurafenib-treated wounds compared with the control wounds at day 6 post-treatment (*P*=0.006 by *t*-test *n*=4; Fig. 6a). 

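In the RNA of the incisional wounds, vascular endothelial genes were higher with vemurafenib on days 6 and 14 and lower on day 2. Pecam1, on chromosome 11 of mm9 from 106515531 to 106611942, was at 25.5 FPKM with vehicle and 34.7 FPKM with vemurafenib on day 6, a log2 ratio of 0.44. All 18 vascular endothelial markers were higher on day 6, by less than 2-fold each, with a median log2 ratio of 0.45 that lay above 9994 of 10000 random lists; the mean of 0.43 was within the range of random lists. The transcription factor gene Erg had 0.84, the VE-cadherin gene Cdh5 0.81 and the VEGF receptor gene Kdr 0.69. On day 2 all 18 were lower with vemurafenib (median -0.57, below all random lists), with Pecam1 at 41.6 and 27.6 FPKM and Sox18 at -0.92. On day 14 14 of them were higher (median 0.39, above 9980 random lists), while the 3 lymphatic endothelial markers were lower (median -0.60, too few for random lists); Pecam1 was at 13.8 and 16.3 FPKM and the tight junction gene Cldn5 at 8.32 and 19.4 FPKM. From day 2 to day 6 the median log2 change of these markers was -0.59 in the vehicle wounds and 0.42 in the vemurafenib wounds. Other cell types differed in the same libraries: with vemurafenib, the median was 0.41 for fibroblast and matrix genes, -1.53 for differentiated and -0.64 for basal keratinocyte genes on day 6, and 1.15 on day 6 and 1.67 on day 14 for skeletal muscle fibre genes.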

A 65% increase of PECAM-1+ cells was observed in the incisional wound model in wounds treated with vemurafenib (*P*=0.02 by *t*-test), consistent with the enrichment of endothelial cells observed in the RNASeq data (Fig. 6b). This increase was reversed by the addition of topical trametinib (0.2 mg), with a 67% decrease in the number of PECAM-1+ cells at day 6 (*P*=0.01 by *t*-test; vemurafenib versus vemurafenib+trametinib). Trametinib alone completely depleted PECAM-1+ cells (Fig. 6b).

### Vemurafenib does not induce skin epidermal tumours

To analyse the possibility of a cutaneous tumour-promoting activity of topically applied vemurafenib, we used the well-established two-stage skin carcinogenesis model^16^,^17^. Topical application of DMBA or acetone was followed either with topical TPA as a positive control for skin carcinogenesis or with topical vemurafenib, twice a week for 15 weeks^16^. The only mice that developed skin carcinogenesis were the group treated with DMBA plus TPA (Fig. 7). No skin papillomas, keratoacanthomas or squamous cell carcinomas occurred in mice treated with DMBA plus vemurafenib at the concentrations that enhanced wound healing (2 mg) or higher (4 mg). Therefore, topical vemurafenib did not promote skin carcinogenesis even after mice were exposed to an initiating carcinogen application that results in the presence of epithelial cells bearing *RAS* mutations^16^,^18^.

## Discussion

In the current work, we tested whether the skin hyperproliferative side effects of BRAF inhibitors can be exploited to accelerate skin wound healing by inducing paradoxical MAPK activation. These findings show how the BRAF inhibitor vemurafenib enhances proliferation and migration of keratinocytes *in vitro* and in two *in vivo* mice models, when applied topically on the skin wounds of mice.

Collectively, these studies demonstrate that the phenomenon of paradoxical MAPK activation by BRAF inhibitors may be exploited to enhance skin wound healing. Topical application of a BRAF inhibitor resulted in the accelerated healing of skin wounds by primarily acting on the proliferative stage of wound healing, with improvement in multiple other events in wound healing including inflammation and angiogenesis. These benefits were offset by adding a MEK inhibitor that is known to inhibit paradoxical MAPK activation^18^, while this topical therapy did not result in tumour promotion. Therefore, topical BRAF Inhibitors could be used to accelerate the healing of acute skin wounds, such as abrasions and surgical incisions.

## Methods

### Data reporting

No statistical methods were used to predetermine sample size. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

### Cell proliferation and migration assays

HEKa were purchased from Invitrogen (Grand Island, NY; C-005-5C). HEKa cells (25,000 per well) were plated on 96-well ImageLock cell migration plates (Essen Bioscience, Ann Arbor, MI, USA) and incubated overnight. Then, the cell monolayer was scratched with a 96-pin WoundMaker (Essen Bioscience), and the cells washed with PBS (phosphate-buffered saline) before adding cell medium. Cells were maintained in culture with a concentration of 1.5 μM of vemurafenib until complete scratch closure. Cell migration was monitored by a microscope gantry inside a cell incubator, which was connected to a networker external controller hard drive that gathered and processed image data (Incucyte, Essen Bioscience, Ann Arbor, MI, USA). This allows an automated and non-invasive method of monitoring live cells in culture. HEKa and M249 cells were plated on OrisTM cell migration plates (Platypus Technologies, Madison, WI, USA), treated with vehicle, vemurafenib (1.5 μM), trametinib (1 μM), mitomycin C (10 μg ml^−1^), NSC 295642 (1 μg ml^−1^) or combination, and loaded with CellTrackerTM Green CMFDA (5-chloromethylfluorescein diacetate) probe (Life Technologies, Carlsbad, CA, USA). Mitomycin C and NSC 295642 were purchase from Sigma-Aldrich, Sant Louis, MO, USA. Cell migration was assessed using a BioSpot Series 5 UV analyzer (Cellular Technology Limited, Cleveland, OH, USA).

### Colony-forming assays

Twenty-four-well plates were covered with 300 μl of serum-free RPMI 1640 (Fisher Scientific, Hampton, NH, USA) with 0.6% Noble agar (BD Biosciences, San Jose, CA, USA), and incubated at 37 °C overnight, until solid. Three-hundred microlitres of a suspension of HEKa and M249 cells (15,000 cells per ml) in a 1:1 mixture of growth medium with a concentration of 1.5 μM of vemurafenib and growth factor-reduced matrigel (BD Biosciences) were added to each well. After 1 week, automated colony quantification was performed using a BioSpot Series 5 UV analyzer.

### Intracellular flow cytometry analysis

HEKa and M249 cells treated with a concentration of 1.5 μM of vemurafenib or vehicle control were fixed with formaldehyde to a final concentration of 1.6%, and permeabilized using methanol (90%). Then, they were washed in staining buffer (sterile PBS, 0.5% BSA, 0.01% sodium azide, NaN_3_), and stained with Alexa Flour 647 mouse anti-ERK1/2 (pT202/pY204) antibody and PE mouse anti-human Ki67 antibody (BD Pharmingen, San Jose, CA, USA). After incubation, cells were washed again and resuspended in 3 ml of staining buffer. A total of 30,000 cellular events were acquired for analysis. Data was analysed using FlowJo (Tree Star Inc., Ashland, OR, USA). HEKa and M249 cells were routinely tested for mycoplasma and were found to be negative.

### Western blotting

M249 and HEKa cells were treated in duplicate with a concentration of 1.5 μM of vemurafenib or vehicle control. Primary antibodies included p-ERK Thr204/205 (1:1,000, #9101), ERK (1:1,000, #4094), Ki67 (1:1,000, #9449) and beta-actin (1:3,500, #8457) (all from Cell Signalling Technology, Danvers, MA, USA). Immuno-reactivity was revealed with an ECL-Plus kit, using a Typhoon scanner (both from Amersham Biosciences Co, Piscataway, NJ, USA)^17^. Uncropped scans of the most important immunoblots are shown in Supplementary Fig. 15.

### Incisional dorsal wound model

C3Hf/Kam (H2-k) female mice were used for wound-healing studies at 8–10 weeks of age. They were bred at UCLA and used under the Animal Research Council (ARC) protocol # 2013-066-01 ‘Wound-Healing with BRAF inhibitors'. Full-thickness wounds ∼2.5 cm long were made in the shaved dorsal skin of anaesthetized mice as described^19^, with ketamine/xylazine as an anaesthetic. Clinical grade vemurafenib pills (Zelboraf, Genentech, South San Francisco, CA, USA) were grinded and dissolved in dimethylsulfoxide (DMSO; Fisher Scientific) and phosphate buffered saline (PBS; 1:4) to a concentration of 40 μg μl^−1^ and 50 μl of the mixture (or DMSO in PBS as vehicle control) was added topically. Wounds were closed with 3–4 clips, which were removed after 2 days. Vemurafenib suspension (2 mg) or vehicle control was re-applied topically to the wound site on days 2, 4, 6, 8, 10 and 12. Two weeks after wounding, a square of skin containing the wound was removed from euthanized mice and cut into seven 2-mm strips of 20 mm in length with a multiblade device, so that each 2-mm-wide strip contained a horizontal wound sample^20^. The strips were spread on filter papers soaked in ice-cold PBS in covered Petri dishes until WTS measurement, as previously described^21^ using an Instron tensiometer (Model 3342; Instron, Norwood, MA, USA). The skin strips were stretched at a rate of 1 cm min^−1^ to breaking point to obtain the peak WTS in gf per 2 mm. The WTS of unwounded skin from 12 weeks old mice is 250 gf (ref. 20).

### Excisional skin wound splinting model

Seven- to nine-week old female Balb/c mice were used for these studies under the ACR protocol #2010-011-13F. Mice were anaesthetized with 2–3% isoflurane in an induction chamber and kept under anaesthesia during the whole surgery. The back of the mice was shaved, washed with betadine and 70% ethanol and a dose of buprenorphine (2.5 mg kg^−1^) was administered, subcutaneously, before the surgery. Two excisional wounds were made in the skin aside the midline of the animal using a 6-mm biopsy punch. Twenty microliter of vemurafenib (0.1 mg μl^−1^) or DMSO was applied topically on the wounds 1 min before suturing of the splinting rings. The splinting rings have an 8-mm transparent window, which was covered with Tegaderm to allow visualization and measurement of the wound size. All animals were observed daily for signs of inflammation and pain for the first 48 h post surgery. Vemurafenib or DMSO was repeatedly applied on day 2 and 4. Wounds were photographed at day 0, day 2, day 6 and day 14, based on which the percentages of wound closure were calculated.

### Histological analyses

Dorsal skin wounds from CH3 mice treated with vemurafenib suspension or DMSO in saline-control suspension were excised at day 2, 6 and 14. They were fixed in 10% neutral buffered formalin and embedded in paraffin and stained with hematoxylin and eosin (H&E) using standard methods. Balb/c mice were sacrificed at day 2, 6 and 14 with isoflurane overdose. Two 8-mm round pieces of tissue were collected from each Balbc/c mouse containing the whole-wound area and the surrounding tissue and skin, cut precisely in half at the midline of the wound and fixed in 1% paraformaldehyde (PFA) for 16–18 h at 4 °C, dehydrated in 70% EtOH, and then paraffin embedded. Sections were cut at 4 μm, deparaffinized with xylene and descendant ethanol and then incubated in 3% H_2_O_2_ for 10 min. After a wash in distilled water, the slides were incubated for 25 min in citrate buffer pH6 (Invitrogen, Carlsbad, CA, USA) at 95 °C using a vegetable steamer. The slides were brought to room temperature, rinsed in PBST (PBS-containing 0.05% Tween-20), and then incubated at room temperature with 1:100 Ki67 antibody (DAKO, Carpinteria, CA, USA), 1:1,000 PECAM-1 antibody (Santa Cruz Biotechnology, Dallas, Texas) or 1:200 IL-6 antibody (Abcam, Cambridge, MA, USA) for 1 h and 1:10 phospho-ERK Ab (Cell Signaling Technology, Danvers, MA, USA), 1:1,500 CD68 antibody (Abcam, Cambridge, MA, USA) or 1:25 COX-2 antibody (Cayman Chemical, Ann Arbor, MI) overnight at 4 °C. The stained slides were rinsed with PBST and incubated at room temperature with 1:200 polyclonal Rabbit anti-rat immunoglobulin/Biotinylated Ab (Dako, Carpinteria, CA #E0468) for 30 min. All slides were rinsed with PBST, and incubated with Dako EnVision+ System –HRP Labelled Polymer Anti-Rabbit (Dako, Carpinteria, CA, USA) at room temperature for 30 min. After a rinse with PBST, the slides were incubated with DAB (3,3′-diaminobenzidine) for visualization. Subsequently, the slides were washed in tap water, counterstained with Harris' Hematoxylin, dehydrated in ethanol, and mounted with media. The imaging and quantification of our cell-based immunohistochemistry was performed with the HALO Next Generation Imaging analysis software (Indica Labs; Corrales, NM). HALO measures and reports individual cell data maintaining an interactive link between cell metrics and cell imagery. The number of pERK+ Ki67+ and PECAM-1+ cells was automatically counted with the HALO software. Three 20 × fields of view from each side of the wound were automatically counted for pERK and Ki67 stains. PECAM-1+ and CD68+ cells were automatically counted on each side of the wound edges where the granulation tissue starts (1mm length each side) on the excisional wound-splinting model, and in the entire wound area on the incisional wound model. IL-6+ and COX-2+ cells were automatically counted in the entire wound area on the incisional wound model.

### RNAseq analysis

RNA from mice skin samples in each treatment group were extracted (RNeasy Mini Kit, Qiagen, Valencia, CA, USA) on days 2, 6 and 14 and sent for RNAseq analysis using 2 × 100 bp paired end Illumina HiSeq2000 (Illumina, San Diego, CA, USA) sequencing run. Raw sequences were mapped to the mouse mm9 reference sequence by TOPHAT. The normalized gene expression levels of each were expressed in FPKM values as generated by the programme cuffquant and cuffnorm on TOPHAT's BAM output^19^. We applied the options ‘--frag-bias-correct', ‘--multi-read-correct' and ‘--compatible-hits-norm' on the cuffquant run. The heatmap of the MAPK and wound-healing signatures was generated based on the signature genes' row-normalized FPKM levels by the R package gplots. GSVA score was computed using normalized read counts as described^11^. Normalized read counts (computed by Cuffnorm on the RNAseq BAM files) of the mouse tissue with/without treatment of vemurafenib at day 2, 6 and 14 were supplied to the dermDB database^13^. Different immune cell-type gene sets that we used were reported, previously^22^. Enrichment scores were computed as the average difference of each gene in a gene set against its mean across all samples. Row-normalized enrichment scores of the immune gene sets were visualized and the *P*-values of the enrichment score differences were computed based on a null distribution generated by permutation of the gene labels (*n*=100,000). *P*-values were adjusted using Benjamini–Hochberg method. Specific biological processes on day 6 with vemurafenib treatment (with control day 6 as reference) were nominated using GO enrichment analysis on the upregulated genes (minimum 2-fold upregulation) in the treated group. The enriched GO terms were computed and visualized using ClueGO (ref. 15). The integrated panel highlighting relations among enriched genes, gene processes and specific immune subsets was created using the Gephi software^23^. The data was submitted to the GEO repository (accession number GSE74558).

### Quantitative PCR

q-PCR was performed using a one-step reverse transcription kit developed specifically for SYBR Green-based real-time PCR (*Power* SYBR Green RNA-to-CT 1-Step Kit, Thermo Fisher Scientific, Carlsbad, CA, USA), with a standard quantitation-comparative Ct procedure as set by the manufacturer. Triplicate reactions (25 μl) of each experimental sample were prepared with the following primers: TNFAIP3 (Fwd: 5′- CTGACCTGGTCCTGAGGAAG -3′; Rev: 5′- GCAAAGTCCTGTTTCCA -3′), F7 (Fwd: 5′ GACTTTGACGGTCGGAACTGTG 3′; Rev: 5′ GCGGCTGCTGGAGTTTCTTT 3′) and Egr-1 (Fwd: 5′- GACGAGTTATCCCAGCCAAA -3′; Rev: 5′- GGCAGAGGAAGACGATGAAG -3′). Data were normalized to *Bactin* levels.

### Carcinogenesis studies

Female FVB/N mice were purchased from Charles River Laboratory (Wilmington, MA, USA). Tumour induction procedures were carried out in accordance with ARC protocol #2013-066. The two-stage carcinogenesis procedures were performed as described previously^24^,^25^ with 8 mice per group. DMBA and TPA were purchased from Sigma. Clinical grade vemurafenib pills were grinded and dissolved in DMSO; to a concentration of 0.02 and 0.04 mg μl^−1^ and 100 μl of the mixtures (or DMSO as vehicle control) was added topically on the back of the mice. Vemurafenib suspension (2 or 4 mg) or vehicle control was re-applied topically to the back of the mice twice a week for 15 weeks.

### Statistical analysis

Data were analysed with GraphPad Prism (version 5) software (GraphPad Software, La Jolla, CA, USA). Significance was determined by unpaired two-tailed Student's *t*-test or one-way analysis of variance (ANOVA). Variance was similar between the groups that were statistically compared.

### Data availability

All relevant data are included with the manuscript as figure source data or Supplementary Information Files. The RNAseq data can be accessed at the GEO repository (accession number GSE74558).

## Additional information

**How to cite this article:** Escuin-Ordinas, H. *et al*. Cutaneous wound healing through paradoxical MAPK activation by BRAF inhibitors *Nat. Commun.* 7:12348 doi: 10.1038/ncomms12348 (2016).

## Supplementary Material

Supplementary Figures Supplementary Figures 1-15

Supplementary Movie 1 Video capture of the cell proliferation scratch assay of human epithelial adult keratinocytes (HEKa) in saline and DMSO (without vemurafenib).

Supplementary Movie 2 Video capture of the cell proliferation scratch assay of human epithelial adult keratinocytes (HEKa) in the presence of vemurafenib.

Supplementary Data 1 List of up-regulated and down-regulated genes in the wounds treated with vemurafenib at day 2, 6 and 14. The values listed are log2 transformed after adding a pseudo FPKM value of 0.1 to remove large fold changes caused by low FPKM values (>0.1). Supplementary Data 2. List of genes involved in the postop and early wound healing signatures.

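The 1998 rows of this list that could be read, of 23940, hold the log2 ratio of vemurafenib to vehicle for each gene on the 3 days. Recomputed from the FPKM table with 0.1 FPKM added to each value, all 1998 ratios of each day lay within 0.01 of the listed ones. A ratio of a gene with values near 0.1 FPKM or below is drawn toward 0 by the added value, so that of 23913 genes the 10521 with a mean under 1 FPKM were left out of the counts.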

Supplementary Data 2 List of genes involved in the postop and early wound healing signatures.

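The postoperative signature has 156 entries and the early signature 50, given as human gene symbols. Mouse counterparts with a row in the FPKM table were found for 134 and 47, of which 113 and 44 had a mean of at least 1 FPKM over the 6 libraries. The early list mixes macrophage genes, such as Aif1 (216 FPKM with vehicle and 104 FPKM with vemurafenib on day 2), with genes that interferon switches on, such as Ifit2 (1.43 and 6.83 FPKM on day 6). The postoperative list holds chemokine and protease inhibitor genes, such as Serpina3n (log2 ratio -1.73 on day 2) and the clotting inhibitor gene Tfpi2 (2.23 and 0.705 FPKM on day 14).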

## Figures and Tables

**Figure 1:**
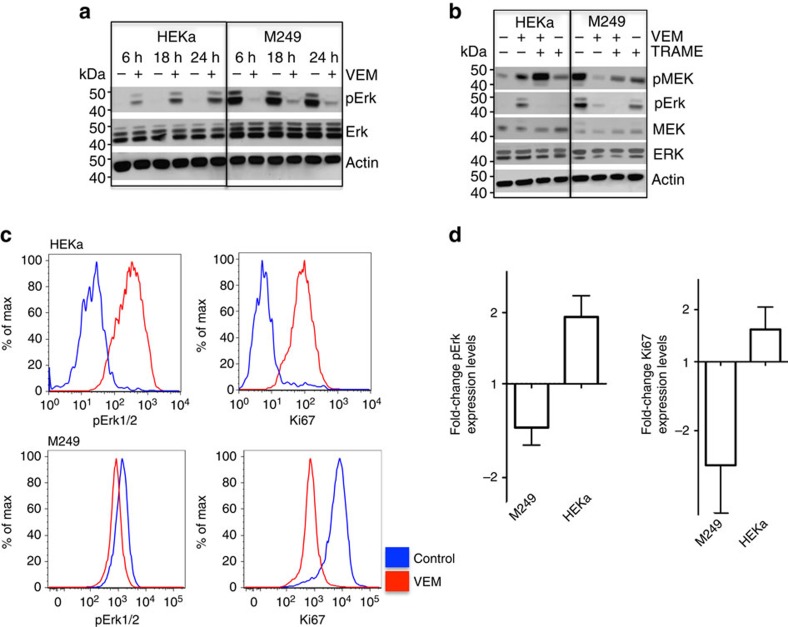
BRAF inhibition induces paradoxical MAPK activation in keratinocytes (HEKa). (**a**) Western blot analyses of pERK in HEKa compared with the *BRAF*^*V600E*^ mutant melanoma cell line M249 when treated with vemurafenib. (**b**) Levels of pERK and pMEK in HEKa compared with the *BRAF*^*V600E*^ mutant melanoma line M249 when treated with vemurafenib (VEM), trametinib (TRAME) or the combination for 24 h. (**c**) Histograms of intracellular flow cytometry analyses of HEKa and M249 cells treated with vehicle or vemurafenib (1.5 μM) and stained with pERK and Ki67 (staining controls represented in Supplementary Fig. 6). (**d**) Quantification of fold-change of pERK and Ki67 levels in three replicate cultures of HEKa and M249 cells treated with vemurafenib compared to vehicle. Error bars, mean±s.d.; *n*=3. Results are representative of two experiments.

**Figure 2:**
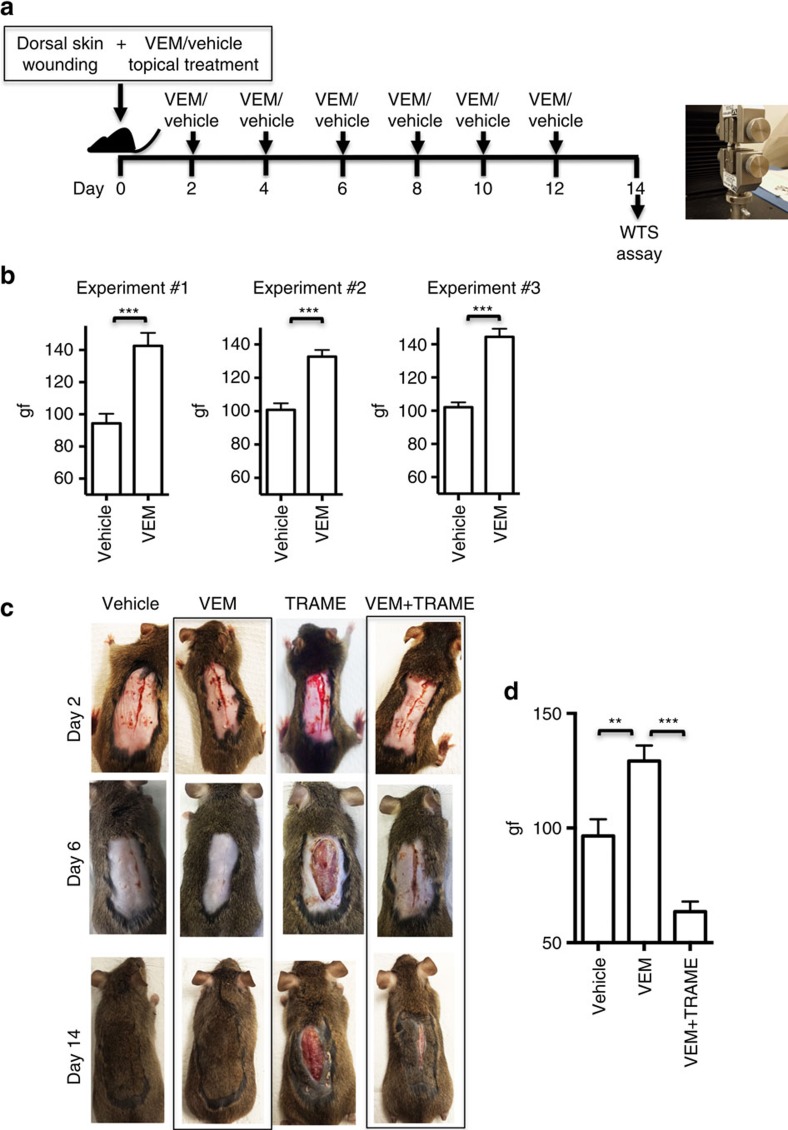
BRAF inhibition accelerates and MEK inhibition suppresses wound healing. (**a**) Schematic representation of the wound-healing studies performed in C3H mice. (**b**) Wound tensile strength (WTS) using 2 mm strips of wound-containing skin in three replicate experiments, each with eight mice per group. WTS is represented as gram force (gf) per 2 mm strip (*P*<0.0001). (**c**) Representative images of mice treated topically with vehicle, vemurafenib (VEM, 2 mg), trametinib (TRAME, 0.2 mg) and the combination of vemurafenib and trametinib (VEM+TRAME) on days 2, 6 and 14. (**d**) WTS in 8 mice per group, as gram force (gf) comparing vehicle, vemurafenib and the combination of vemurafenib and trametinib (*P*<0.0001). Error bars in **b** and **d**, mean±s.d.; *n*=8. Every graph represents one experiment with 8 replicates.

**Figure 3:**
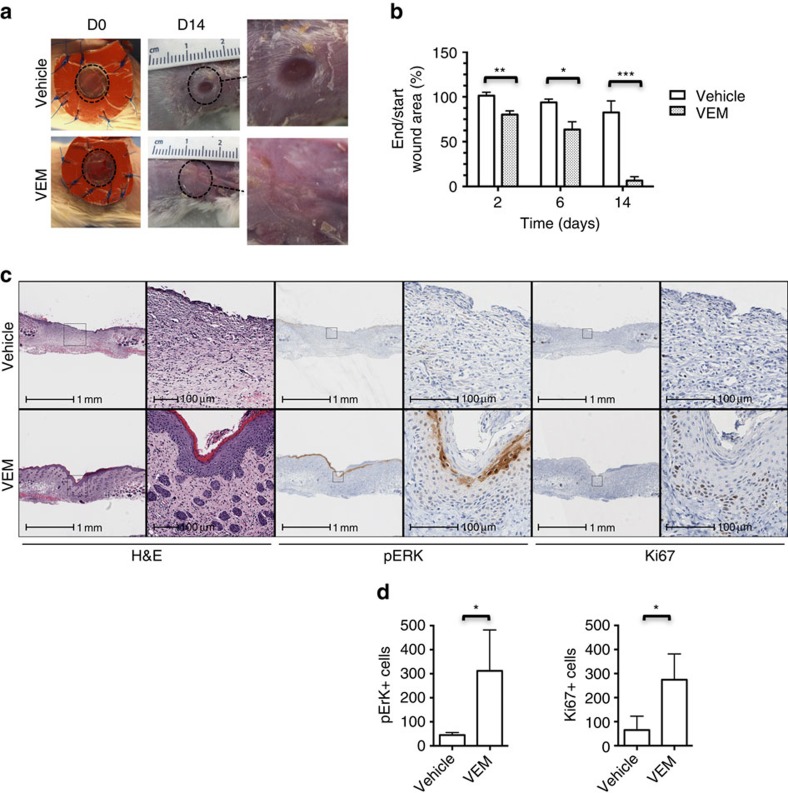
BRAF inhibition accelerates wound healing in an excisional wound model. (**a**) Representative images of vehicle-treated and vemurafenib (VEM)-treated mice on day 0 and day 14. Original wound area is marked with dotted circles and amplified on the right side. (**b**) Percentage of wound closure on day 2, 6 and 14. (**P=0.004 (*n*=6), *P=0.02 (*n*=4; two mice died due to haemorrhagic wounds), ***P=0.0002 (*n*=6)). (**c**) Representative photomicrograph hematoxylin and eosin (H&E), pERK and Ki67 staining images in the presence and absence of vemurafenib by day 14. (**d**) Bar graph representing the quantification of pERK+ and Ki67+ cells in the vehicle- and vemurafenib-treated wounds on day 14 (*P=0.02; *n*=4). Error bars in **b** and **d**, mean±s.d. Bar graphs represent one experiment with 4 to 6 replicates per group.

**Figure 4:**
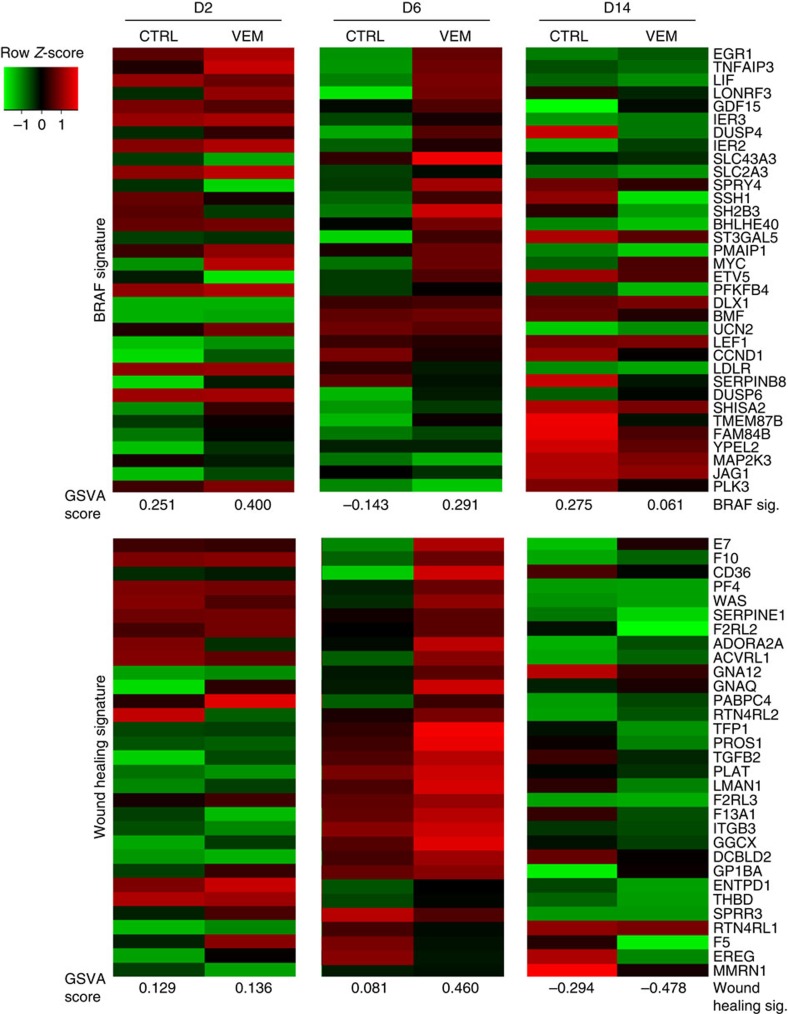
Gene expression profiling of cutaneous wound healing in mice. Full-thickness skin resected around the areas of the initial wound was analysed for gene expression profiling by RNASeq. Top, Expression, regulation and overall enrichment of BRAF signature genes as measurement of MAPK pathway activity. Bottom, expression changes and enrichment of wound-healing signature genes (GO: 0042060). There is enrichment of the BRAF signature at day 2 and 6 in vemurafenib-treated wounds, with a significant increase of the wound-healing signature at day 6. Enrichment scores, GSVA (the scores are normally distributed around 0 where negative values indicate relative de-enrichment of the signature and positive values indicate enrichment).

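On day 2 the genes printed for the BRAF signature were even between the arms, 16 higher and 16 lower with vemurafenib, with a median log2 ratio of 0.02 and none at least 2-fold apart. Their GSVA score on day 2, a measure added after seeing the data, was 0.15 with vehicle and 0.27 with vemurafenib. The Wnt transcription factor gene Lef1 had 0.70, Ucn2 0.67 and Myc 0.40, and at the other end Gdf15 had -0.95, Spry4 -0.63 and Etv5 -0.54. Immediate early genes were higher on day 2 (19 of 23, median 0.34, above all 10000 random lists), with Jun at 70.6 FPKM with vehicle and 147 FPKM with vemurafenib, Egr2 at 1.21 and Nr4a2 at 1.57. ERK pathway targets were within the range of random lists (median -0.09), with Fosl1 at 1.16 and Spry1 at 0.97; without the genes named in Fig. 4 or Fig. 5b their median was 0.31, above that range. Of the EGF receptor ligands 4 of 6 were higher (median 0.41), Hbegf at 32.8 and 50.9 FPKM. Of the wound-healing genes 18 of 25 were lower on day 2 (median -0.23), with the Nogo receptor homologue gene Rtn4rl2 at 28.7 and 3.40 FPKM and the thrombomodulin gene Thbd at -0.77.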

**Figure 5:**
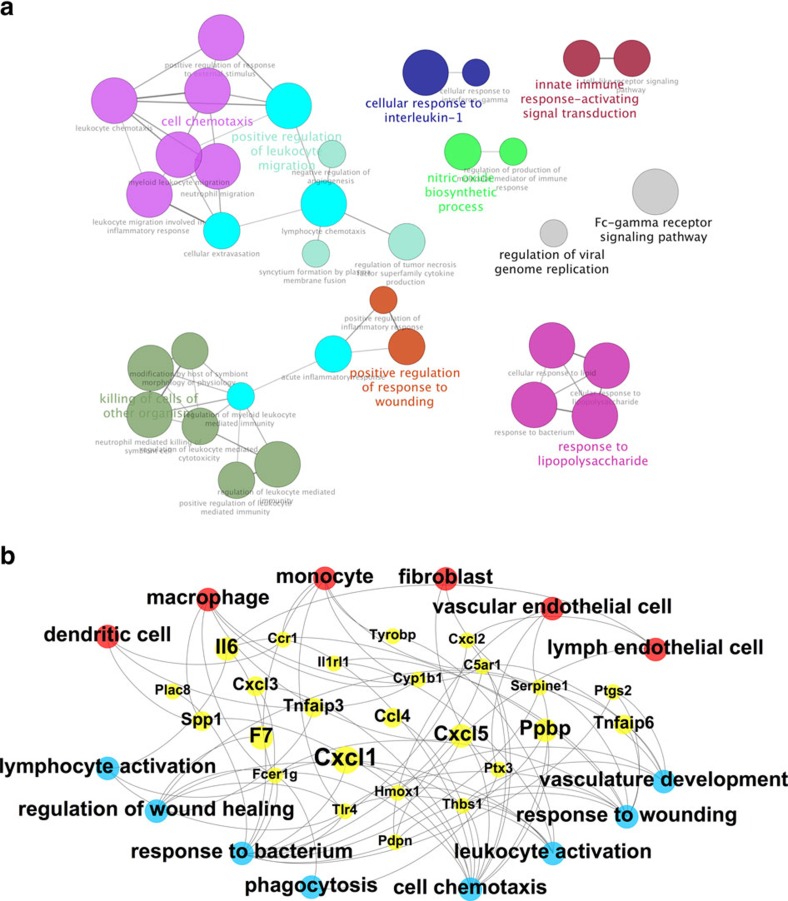
Effect of vemurafenib on the biological pathways involved in wound healing. (**a**) Significantly activated biological process/pathways by day 6 of vemurafenib treatment based on the enriched gene ontology (GO) clusters visualized by ClueGO. (**b**) Integrated view highlighting specific wound-healing cell subsets (red; with signature enrichments), their upregulated genes (yellow) and enriched wound-healing-related processes (blue) in the transcriptome of mice wounds treated with vemurafenib by day 6. Gene node size represents induction at day 6, with the largest node representing a log2 (FC) of 4.54 and smallest node representing a log2 (FC) of 1.03.

**Figure 6:**
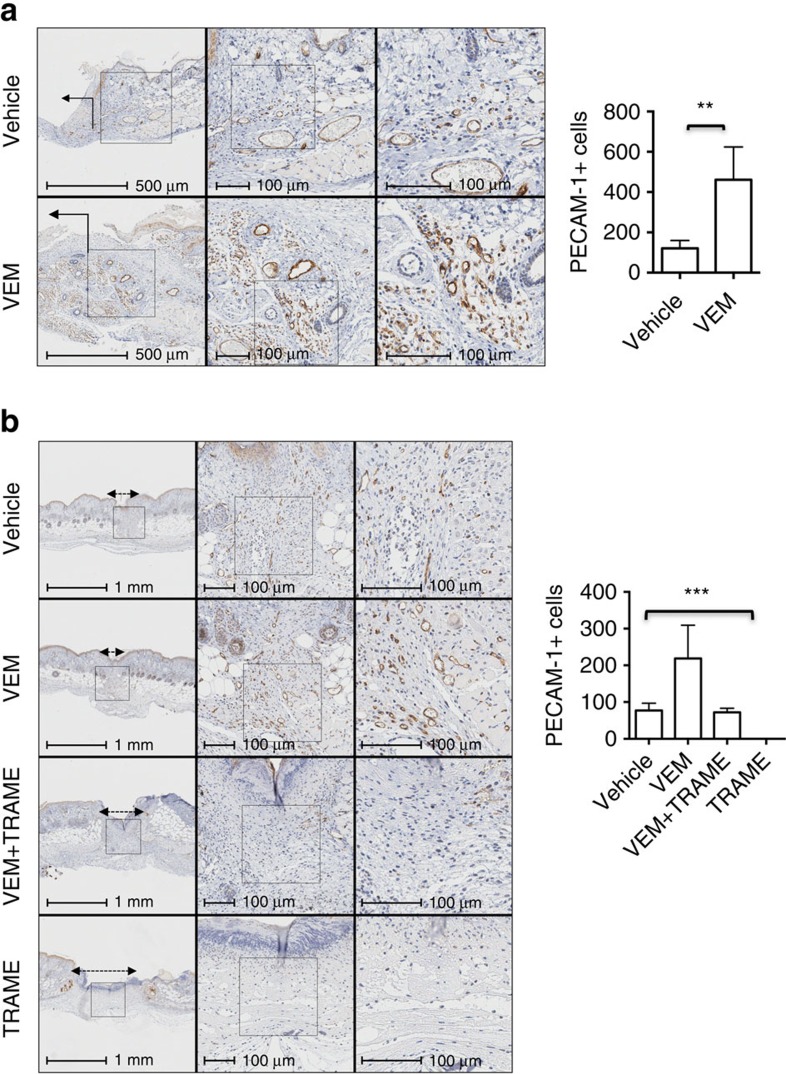
Angiogenesis is increased in mice wounds treated with vemurafenib. (**a**) Representative photomicrograph immunohistochemistry images of PECAM-1+ cells in an excisional wound splinting model of mice treated with vehicle or vemurafenib on day 6 post-treatment and bar graph, on the right side, representing the quantification of PECAM-1+ cells on the vehicle- and vemurafenib-treated wounds on day 6 (*P*=0.006 by *t*-test; *n*=4). Wound area indicated with an arrow. (**b**) Representative photomicrograph immunohistochemistry images of PECAM-1+ cells in an incisional wound model of mice treated with vehicle, vemurafenib (VEM), trametinib (TRAME) or the combination (VEM+TRAME); (*P*=0.0002 by one-way ANOVA). Trametinib alone completely depleted the number of PECAM-1+ cells. Wound area between double head arrows. Error bars, mean±s.d. Bar graphs represent one experiment with 4 replicates per group.

**Figure 7:**
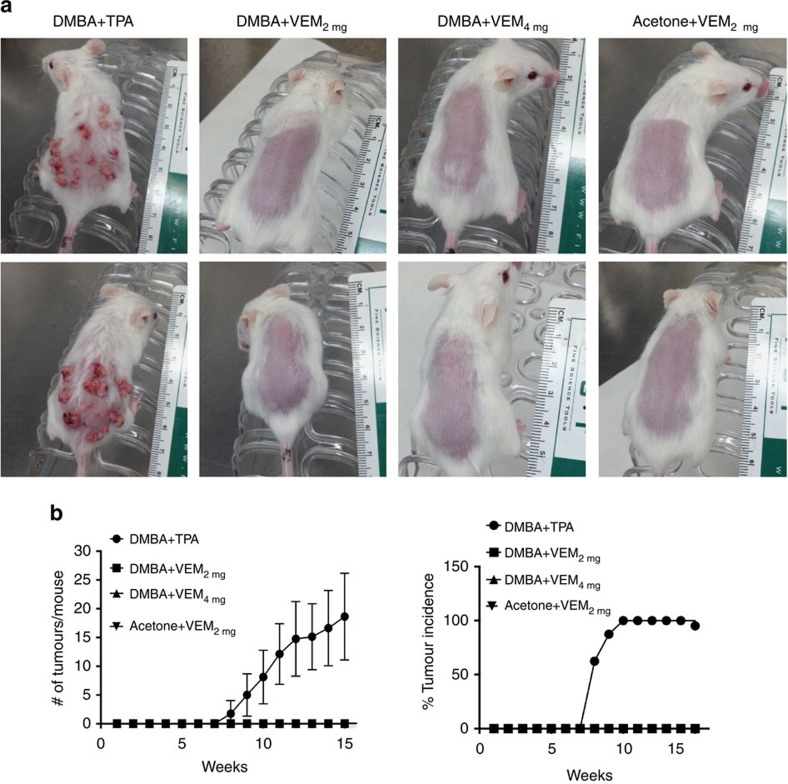
Vemurafenib does not induce skin tumours when applied topically to mice. (**a**) Representative images of mice from each study group on week 15 of treatment. Topical application of 7,12-Dimethylbenz[a]anthracene (DMBA) to FvB/N mice followed by 12-O-tetradecanoylphorbol-13-acetate (TPA) induced skin papillomas and squamous cell carcinomas by week 8 of treatment. In the control (DMBA+TPA) group all eight mice developed tumours. In the groups with DMBA or acetone control, followed by topical application of vemurafenib (VEM, 2 or 4 mg per mice) no skin tumours were induced. (**b**) Graph representations of tumour count and percentage of tumour incidence per week. Error bars in **b**, mean±s.d.; *n*=8.

How the deposited data were processed for this re-analysis (not part of the article)

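RNA from mouse skin resected around incisional wounds was sequenced in 6 libraries, 1 per arm (vehicle, vemurafenib) and day (2, 6 and 14). The authors aligned the reads to mm9 with TopHat, quantified genes with cuffquant (fragment bias correction, multi-read correction and compatible-hits normalization) and normalized the libraries with cuffnorm; the submitters' processing notes also name TopHat2 and Cuffdiff. The deposited values are FPKM, fragments per kilobase of transcript scaled to the mapped fragments of the library, for 23940 genes. They carry no read counts, so that the depth of the libraries is unknown and no interval that needs it is given. All 6 columns were used, and 27 rows whose gene symbols had been turned into dates were left out. In 4 columns about 50.3% to 58.1% of the values above 0 have more than 6 significant digits, and of those with 7 or 8 digits between 85.9% and 96.9% end in 5, the form of an average of 2 values; no separate values of such replicates were used. The number of mice behind each library is not stated in the paper's text.

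From the authors' FPKM, the log2 ratio of vemurafenib to vehicle was computed for each day after adding 0.1 FPKM, and genes at a ratio of at least 2-fold in either direction were counted among the 13392 genes with a mean of at least 1 FPKM over the 6 libraries. With 1 library per group no test between the arms was made on any day. For each of 37 gene lists and for the postoperative and early signatures of Supplementary Data 2, the median log2 ratio was set beside 10000 random lists of the same size, drawn from 20 bins of mean FPKM; a list with fewer than 5 members past the filter was given no percentile. On simulated lists of 20 genes on day 6, 4.0% without a shift and 78.5% with a log2 shift of 0.3 lay outside the central 95%. The simulated lists were drawn from the same genes as the random lists, so that the share without a shift follows from the construction. Members of a real list can vary together, for which these simulated lists give no error rate. The lists, the filter, the pseudocount, the alternatives and the rule for named genes were fixed before the data were examined, but the figures and the readable part of Supplementary Data 1 had been seen. Genes printed in Fig. 4 and Fig. 5b were read from the figures, and they and the genes of the listed processes were given values and counts only. GSVA scores were computed with gseapy 1.3.1 (Gaussian kernel) on log2 FPKM of the 6 libraries; those of the Fig. 4 genes were added after seeing the data.

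A vemurafenib effect common to the 3 days was fitted with limma 3.58.1 in R 4.3.3 on log2 FPKM, with day as a block and a mean-variance trend, 2 residual degrees of freedom and Benjamini-Hochberg adjustment. In data simulated for this comparison, with 200 of 13392 genes changed, the fit recovered 0% of the genes changed by a log2 size of 1 or 2 and 87.5% of those changed by 4, with 2 false calls. Genes to name were taken, by a rule fixed before the data were examined, from every gene the paper names in its results text, Fig. 4 or Fig. 5b (1 gene is not reported here), the 12 genes with the highest and the 12 with the lowest ratio of each day among genes with a mean of at least 5 FPKM (small RNA and histone genes left out), and up to 4 members of a list with the largest ratios on that day; the text names a part of them, chosen after their values were seen. Coordinates are those of the mm9 annotation (GENCODE release for NCBIM37). Alternatives were another pseudocount, another filter on low FPKM, 4 other scalings between the libraries, the mean in place of the median, random lists not matched on FPKM, and lists without the genes of Fig. 4 and Fig. 5b; a limma fit that weights the columns with the form of averages was added after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.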

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

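All tests of explanations in this part were chosen after the results were seen. A difference between days was not tested, since each day has 1 library per arm; lists above the range of random lists on a given day and below it on another, with medians of at least 0.4 in size on both, are given by the change of their median log2 ratio.

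Several lists that were lower with vemurafenib on day 2 were higher on day 6: the median was greater by 1.94 for macrophage and monocyte markers, 1.12 for fibroblast and matrix genes, 1.02 for vascular endothelial markers and 0.95 for angiogenic factors (from -0.50 on day 2). In the other direction, the median of differentiated keratinocyte genes differed by -2.03 between day 2 (0.50) and day 6 and by -1.33 between day 2 and day 14, and that of EGF receptor ligands by -0.88 and -1.53. On day 6 the EGF receptor ligands (-0.03 with no filter on the mean or without the genes of Fig. 4 and Fig. 5b, -0.32 by the mean), angiogenic factors (0.55 by the mean) and vascular endothelial markers (0.43 by the mean) were within the range of random lists under those alternatives, as were angiogenic factors on day 2 by the mean (-0.40). From day 6 to day 14 the median differed by -0.88 for the postoperative signature, -1.03 for coagulation and fibrinolysis genes (within the range of random lists on both days without the genes of Fig. 4 and Fig. 5b, at 0.11 and -0.50) and -1.57 for muscle regeneration genes. The erythroid genes, 5 in number, went from -1.46 on day 2 to 1.15 on day 14, a difference of 2.61, with Hbb-b1 at 70.6 FPKM with vehicle and 156 FPKM with vemurafenib on day 14.

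Lists that the paper does not discuss are given here where they were higher with vemurafenib at a median of at least 1. Interferon-stimulated genes were higher with vemurafenib on day 6 (23 of 23, median 1.66): Rsad2 was at 1.50 FPKM with vehicle and 13.3 FPKM with vemurafenib and Irf7 at 26.8 and 123 FPKM. The erythroid list had a median of 1.15 on day 14; by its mean, 0.73, it was within the range of random lists.

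On day 6 cytokine, interferon-stimulated, macrophage and neutrophil genes were higher with vemurafenib and epidermal genes lower. Dendritic cell, T and NK cell and mast cell markers were within the range of random lists. The vehicle library stood apart in composition: its 100 most abundant genes held 48.5% of the FPKM, against 34.7% with vemurafenib. The microRNA gene Mir6236 alone held 123794 of its 890624 FPKM, against 4229.9 of 692634 with vemurafenib, a large part of this gap. With FPKM rescaled without the 100 most abundant genes the medians were 2.09 for inflammatory cytokines and -1.49 for differentiated keratinocyte genes. A lower share of epidermal cells alone would raise the other cell types alike, but the median of the inflammatory cytokines lay 1.87 above the median of 5 resident lists (fibroblast, vascular endothelial, contractile, adipocyte and Schwann cell; 0.19), and their lower quartile, 1.71, lay above the highest of the 5 medians, 0.45, which argues against it as the whole cause. A candidate explanation is that the day 6 vemurafenib library is nearer to the early wound. Across 13322 genes outside the epidermal and hair lists, the day 6 log2 ratio correlated at r = 0.37 with the difference between the day 2 and the day 14 libraries. These genes are not independent replicates. Of 978 genes at least 4-fold higher on day 2 than on day 14, 800 were higher with vemurafenib on day 6. At the median the 978 lay 33.4% of the way from day 14 to day 2 with vehicle and 64.1% with vemurafenib. The cytokine and interferon-stimulated genes, whose day 6 ratios are to be explained, were not taken out. These values thus restate the pattern in part and are not separate support for the explanation. Other lists changed more from day 2 to day 6 with vemurafenib than with vehicle, but cannot decide on the explanation. From day 2 to day 6 the median log2 change was 2.06 with vehicle and 2.89 with vemurafenib for fibroblast and matrix genes. For muscle regeneration genes it was 0.98 and 2.04. Both lists were higher with vemurafenib on day 6 (0.41 and 0.50). They were lower on day 2 (-0.71 and -0.35), which adds to these changes. From day 6 to day 14 both lists fell, with a median log2 change of -0.68 and -2.18 with vehicle. Their levels thus peaked between day 2 and day 14, and a library somewhat earlier than vehicle day 6 could lie higher or lower. Mast cell markers changed by 1.71 and 3.44, but this rests on day 2, where they were lower with vemurafenib (-1.92). On day 6 they were at -0.24, within the range of random lists. Whether the vemurafenib piece held more wound and less surrounding skin cannot be told apart from a library nearer to the early wound. The wound-edge keratinocyte list, at -1.72, cannot decide between them. It was not low in the early wound: from day 2 to day 14 its median log2 change was -2.69 with vehicle and -3.11 with vemurafenib. From day 2 to day 6 it was 0.34 and -0.94, and for basal keratinocyte genes -0.48 and -1.41. A library between day 2 and vehicle day 6 would give this only if both lists dipped between those days. Differentiated keratinocyte genes (2.49 and 0.30) and hair follicle genes (7.68 and 5.38) went with a library nearer to day 2.

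Muscle fibre genes were higher with vemurafenib on day 6 (median 1.15) and on day 14 (median 1.67), 20 of 21 on each day; on day 14 Tcap, a protein of the sarcomere, was at 61.6 FPKM with vehicle and 280.0 FPKM with vemurafenib. Regeneration still under way is argued against on day 14, where the muscle regeneration genes were lower (median -1.07, 7 of 7, with Myh8, a myosin of developing muscle, at -1.21). The value cannot decide on fibres that had finished regenerating before day 14, in which these genes would be low again. On day 6 the muscle regeneration genes were higher by the median (0.50, with Myh8 at 1.65) but within the range of random lists by the mean (0.64). Regeneration therefore remains open for day 6. A larger share of the muscle layer under the skin in the vemurafenib pieces is a candidate explanation for both days and stays open: it would raise the fibre genes alike, and the interquartile range of their log2 ratios was 0.79 on day 6 and 0.89 on day 14, but single ratios went from -0.19 to 1.68 and from -0.10 to 2.27. The design, with 1 library per arm and day, leaves open how the pieces were cut.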

How the results depend on the processing

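The alternatives to the pseudocount, the filter, the scaling, the summary of a list and its random lists were set before the data were examined; the limma fit that gave the columns with the form of averages a weight of 2 was chosen after seeing the data and called the same number of genes, 1. No depth can be given for FPKM, so that small ratios of weakly expressed genes have no limit of detection. The labels number no replicates, so that no pairing by replicate was used; the limma fit pairs the arms by day, and without that block it called 1 gene too.

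The number of 2-fold genes depended on how low values were treated, as the construction of these alternatives gives. With a pseudocount of 1 FPKM, 96 genes were higher on day 2, and 322 were higher and 627 lower on day 14. With no filter on the mean, 421 were higher and 750 lower on day 2 and 739 higher on day 14. With a mean of at least 5 FPKM, 112 were higher and 271 lower on day 2, 466 higher on day 6, and 321 higher and 524 lower on day 14. With FPKM rescaled to the same total, which shifted the median log2 ratio by 0.18 on day 2, 0.36 on day 6 and -0.13 on day 14, 313 genes were higher and 285 lower on day 2 and 1451 higher and 378 lower on day 6; the share of higher genes among those counted was 52.3%, 79.3% and 18.7%, against 30.4%, 51.2% and 32.2%. Rescaling without the 100 most abundant genes shifted day 2 by 0.12 (44.7% higher) and day 6 by 0.03 (53.7% higher). Setting the median ratio of the day to 0 or scaling by the upper quartile shifted day 14 by 0.12 and gave 48.5% and 49.1%.

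For the 4 main lists on the 3 days, 137 of 144 values under the alternatives kept their place within, above or below the random lists, 6 of them with a changed sign. Of these, 4 were of ERK pathway targets on day 2 (-0.09): 0.21 with a mean of at least 5 FPKM, 0.09 with FPKM rescaled to the same total, 0.03 with that scaling without the 100 most abundant genes and 0.05 by the mean. The values that changed place were the ERK pathway targets on day 6, within the random lists with a mean of at least 5 FPKM (0.23) and by the mean (0.37), and on day 2, above them without the genes of Fig. 4 or Fig. 5b (0.31); the vascular endothelial markers on day 6 by the mean (0.43); and on day 2, by the mean, the postoperative (-0.20) and early signatures (-0.27). The postoperative median on day 2 changed sign and stayed below the random lists, at 0.06 with FPKM rescaled to the same total and at 0.00 with the 100 most abundant genes left out of the scaling, by the shift of all genes; without the genes of Fig. 4 or Fig. 5b it was 0.02, within the random lists. Of 1167 values of the other lists, 1101 kept their place, 49 of them with a changed sign, 43 lost a call, 20 of them by the mean, and 23 gained one. Of those 49, ribosomal protein (0.06) and histone genes (0.14) on day 6 changed sign below the random lists with FPKM rescaled to the same total. The differences between GSVA scores kept their sign and stayed within 1.5 times under every alternative run. Of 942 values of named genes, 901 stayed on the same side of 2-fold and none changed sign after being 2-fold apart. The limma fit called 0 genes with no filter or a mean of at least 5 FPKM, 13 without day 2, 11 without day 6 and 0 without day 14. Where no construction is named, the cause was not tested.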

Differences from the paper's values

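The paper's largest and smallest log2 ratio of Fig. 5b and its listed ratios of 5 figure genes on the 3 days, 17 values, were set beside those computed here, and none differed by more than 0.01.

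For 2 statements on the direction of a signature or cell type in the RNA, the log2 ratios computed here were even or within the range of random lists. The legend of Fig. 4 gives the BRAF signature as enriched with vemurafenib on day 2, while by log2 ratio 16 of its 32 genes were higher and 16 lower, with a median of 0.02. The GSVA score of the same genes, a measure added after seeing the data, was 0.15 with vehicle and 0.27 with vemurafenib on day 2, in the paper's direction, and -0.41 and 0.13 on day 6. Immediate early genes, a list that shares genes with Fig. 4 or Fig. 5b, were higher on day 2 as well. The paper reports an enrichment of dendritic cells with vemurafenib, while the median of the dendritic cell markers used here was -0.12 on day 6, with 4 of 10 higher; it was 0.14 by the mean and 0.26 with FPKM rescaled to the same total, within the range of random lists in each case. The paper used other gene sets for the cell types. On day 6 the values ran in its direction for macrophages, fibroblasts and vascular endothelial cells, the last within the range of random lists by the mean (0.43), and for the 3 lymphatic markers, too few for random lists. The paper's enriched process of lymphocyte activation is another gene set than the T and NK cell markers, which were even on day 6 (median 0.07). Keratinocyte lists were lower on day 6 (basal -0.64, differentiated -1.53, wound-edge -1.72). The paper's re-epithelialization by day 6 is from histology of the excisional wounds, another model and measure.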

Other observations

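On day 2, when macrophage, fibroblast and endothelial markers were lower with vemurafenib, genes of the cell cycle were higher (20 of 28, median 0.31, above all 10000 random lists), with Aurkb at 8.99 FPKM with vehicle and 13.7 FPKM with vemurafenib and Pcna at 99.3 and 136 FPKM. Heat shock genes were higher too (9 of 10, median 0.38; Hspa1b at 27.5 and 66.4 FPKM), as were hair follicle genes (median 0.19), adipocyte genes (median 0.22), neutrophil markers (median 0.26) and 5 melanocyte genes (median 0.73). Of these, the cell cycle genes (0.22), neutrophil markers (0.28) and adipocyte genes (0.10) were within the range of random lists by their means, and the hair follicle (0.05) and melanocyte genes (0.27) with a pseudocount of 1 FPKM. The mast cell protease gene Tpsb2 was at 28.7 FPKM with vehicle and 6.02 FPKM with vemurafenib. Muscle regeneration genes were lower (median -0.35, but -0.25 and within the range of random lists by the mean), and within the range of random lists were basal keratinocyte genes (0.20), wound-edge keratinocyte genes (-0.04), sebaceous gland genes (0.21), skeletal muscle fibre genes (0.10), cytokines (-0.03), interferon-stimulated genes (0.00), contractile genes (-0.19), Schwann cell genes (-0.38), hypoxia and glycolysis genes (-0.01), ribosomal protein genes (-0.07), respiratory chain genes (-0.09) and histone genes (-0.13).

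On day 14, when skeletal muscle fibre genes were higher with vemurafenib (median 1.67), so were respiratory chain genes (78 of 86, median 0.67, against 0.11 to 0.41 for the central 95% of random lists), among which the muscle forms Cox7a1 (13.8 and 60.3 FPKM) and Cox8b (1.90) led, ribosomal protein genes (74 of 80, median 0.56, against 0.18 to 0.51), cell cycle genes (22 of 28, median 0.25; Birc5 at 27.8 and 56.8 FPKM), angiogenic factors (median 0.23, within the range of random lists by the mean, 0.18; Vegfb at 1.08) and replication-dependent histone genes (21 of 22, median 0.88), whose RNA poly(A) selection captures poorly. Wound-edge keratinocyte (-0.50), hair follicle (-0.38) and sebaceous gland genes (-0.91; Mc5r at 10.3 and 1.29 FPKM) were lower. Within the range of random lists were basal keratinocyte genes (0.01), neutrophil (-0.21), T and NK cell (-0.30) and mast cell markers (-0.42), interferon-stimulated genes (-0.30), contractile (0.24), adipocyte (0.34), Schwann cell (0.07), melanocyte (0.23), heat shock (0.27) and hypoxia genes (-0.03); the 3 lymphatic markers had a median of -0.60.

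On day 6, hypoxia and glycolysis genes were higher (15 of 18, median 0.41, or 0.29 and within the range of random lists by the mean; Pgk1 at 224 and 319.7 FPKM). Ribosomal protein genes (-0.30) and histone genes (-0.24) were lower, but with FPKM rescaled to the same total, which shifts all genes of that day by 0.36, their medians were 0.06 and 0.14. Cell cycle (-0.10), contractile (0.19), adipocyte (-0.18), Schwann cell (-0.17), melanocyte (-0.39), mast cell (-0.24), erythroid (0.21), heat shock (0.02) and respiratory chain genes (-0.02) were within the range of random lists. None of 8 B and plasma cell markers reached a mean of 1 FPKM. The 242 small non-coding RNA genes past the filter had a median of 0.00 on each day, and 120 of them were at least 2-fold apart on day 6; on day 14, 105 were higher and 57 lower, and the median lay above random lists (-0.23 to -0.04 for the central 95%), but not with upper quartile scaling. Some non-coding or rarely polyadenylated RNAs, and with them Lars2 (4179.8 and 165 FPKM), stood high in the vehicle day 6 library: Mir6236 was at 123794 FPKM there and at 4229.9 FPKM with vemurafenib, the RNase MRP RNA Rmrp at 152 and 11.5 FPKM and the RNase P RNA Rpph1 at 42.6 and 4.76 FPKM, while the ribosomal precursor Rn45s was at 783 and 1312 FPKM; Mir6236, Rpph1 and Rn45s were singled out after their values were seen.

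The 6 libraries allow 10 splits into 3 against 3. The limma fit called 1 gene for vemurafenib against vehicle; 4 of the 10 splits gave 1 or more calls, and the highest of the others gave 24. Of the 10, 4 part the arms on every day, and the highest of the others among these gave 1. The other 6 part them on 1 day only, so that with day as a block they set that day's difference against those of the other days, and each such fit stands for 2 splits; the 24 calls come from the fit that parts day 6. With 10 splits no share under 0.05 can be reached.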
